# Organelle dysfunction upon *asrij* depletion causes aging‐like changes in mouse hematopoietic stem cells

**DOI:** 10.1111/acel.13570

**Published:** 2022-03-15

**Authors:** Saloni Sinha, Alice Sinha, Prathamesh Dongre, Kajal Kamat, Maneesha S. Inamdar

**Keywords:** aging, Asrij/OCIAD1, endosome, homeostasis, HSC, mitochondria, organelle, proteasome

## Abstract

Aging of the blood system is characterized by increased hematopoietic stem cells (HSCs) and myeloid‐biased differentiation leading to higher propensity for hematological malignancies. Unraveling cell‐intrinsic mechanisms regulating HSC aging could aid reversal or slowing of aging. Asrij/OCIAD1 is an evolutionarily conserved regulator of hematopoiesis and governs mitochondrial, endosomal, and proteasomal function in mammalian stem cells. *Asrij* deletion in mice causes loss of HSC quiescence, myeloid skewing, reduced p53 and increased DNA damage, features attributed to aged HSCs. Mechanistically, Asrij controls p53 ubiquitination and degradation and AKT/STAT5 activation. Asrij localizes to endosomes and mitochondria. As decline in organelle structure and function are common hallmarks of aging, we asked whether Asrij regulates organelle function in aged HSCs. We find that chronologically aged wild‐type (WT) HSCs had reduced Asrij levels. Expectedly, young *asrij* KO mice had reduced AcH4K16 levels; however, transcriptome analysis of KO HSCs showed a modest overlap of gene expression with aged WT HSCs. Further, analysis of organelle structure and function in *asrij* KO mice revealed significant changes, namely damaged mitochondria, elevated ROS; impaired endosomal trafficking seen by increased cleaved Notch1, reduced Rab5; and reduced 26S proteasome activity. Pharmacological correction of mitochondrial and proteasome activity in *asrij* KO mice restored HSC and myeloid cell frequencies. Furthermore, lysophosphatidic acid‐induced Asrij upregulation in aged WT mice rescued mitochondrial and proteasome activity and restored HSC frequency. Our results highlight a new role for Asrij in preventing HSC aging by regulating organelle homeostasis and will help decipher organelle dynamics in HSC longevity.

## 1 INTRODUCTION, RESULTS, AND DISCUSSION

Bone marrow hematopoietic stem cells (BM HSCs) constantly combat multiple stressors for blood cell homeostasis. This ability reduces with age leading to functional decline characterized by increased HSCs, myeloid skewing, inflammaging, and clonal hematopoiesis (Mejia‐Ramirez & Florian, 2020). Multiple cell‐intrinsic and cell‐extrinsic factors regulate the genetic and epigenetic landscape, cell polarity, and autophagy to maintain HSCs (Grigoryan et al., 2018; Ho et al., 2017). The dynamic metabolic requirements of HSCs necessitate strict control of mitochondrial (mt) metabolism, endocytic activity, and proteostasis (Gurumurthy et al., 2010; Warr et al., 2013). Low mtROS levels and translation along with rapid proteasome‐mediated protein turnover in HSCs minimize oxidative damage and protein aggregation (Mejia‐Ramirez & Florian, 2020; Hidalgo San Jose et al., 2020). Further, endosomal proteins aid asymmetric localization of cellular components, essential for HSC self‐renewal (Ting et al., 2012). Thus, integrated organelle function is critical to delay HSC aging. Although altered organelle architecture and function are implicated in aging and age‐related diseases (Bouska et al., 2019), very little is known about organelles in HSC aging. Hence, we investigated the role of Asrij, an organelle protein, in HSC aging.

The OCIA (Ovarian Carcinoma Immunoreactive Antigen) domain‐containing protein Asrij/OCIAD1 has a conserved role in post‐translational regulation of signaling to maintain embryonic stem cell potency, and hematopoietic and immune homeostasis. Several mitochondrial, endosomal, and proteasomal components are sensitive to Asrij levels, indicating a possible role for Asrij in organelle homeostasis (Khadilkar et al., 2014, 2017; Kulkarni and Khadilkar et al., 2011; Praveen et al., 2020; Sinha et al., 2013, Sinha, Dwivedi, et al., 2019; Sinha, Ray, et al., 2019). Asrij regulates HSC quiescence and *asrij* deletion in mice triggers HSC expansion, myeloid skewing, DNA damage, and reduced p53 levels (Sinha et al., 2019), phenotypes attributed to an aged hematopoietic system. Hence, we compared organelle homeostasis and HSC aging in control and *asrij* knockout (KO) mice.

Immunoblotting, immunofluorescence, and flow cytometry showed reduced Asrij levels in BM, hematopoietic stem and progenitor cells (HSPCs), and long‐term (LT) HSCs of aged (>20 months) WT mice (C57BL/6J) (Figure 1a–c). Unexpectedly, gene expression analyses showed increased *asrij* transcript in aged WT HSCs (Figure 1d) suggesting complex regulation of expression and possible post‐translational mechanisms that may operate to lower Asrij expression in aged HSCs. Epigenetic and transcriptional changes causally linked with WT HSC aging include reduced histone H4 lysine 16 acetylation (AcH4K16) (Grigoryan et al., 2018) and aberrant gene expression signatures. Flow cytometry of young (6–8 months) KO HSPCs showed reduced AcH4K16 compared to age‐matched controls (Figure 1e), a phenotype reported for aged WT HSCs (Grigoryan et al., 2018), confirming epigenetic dysregulation. However, comparing LT‐HSC transcriptomes of WT aged mice (Svendsen et al., 2021) with that of *asrij* KO mice (see Methods) showed only a modest overlap (Figure 1f,g), suggesting variation in HSC aging signatures.

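RNA from LT-HSCs of 4 asrij floxed and 4 asrij KO mice was sequenced, with 1 library for each mouse. LT-HSCs are the fraction of HSCs that can repopulate the blood system over a long term, and asrij is the mouse gene Ociad1. The sample labels give the mice an age of 6 months, and the paper gives 6–8 months for young KO mice. The authors aligned trimmed reads to GRCm38/mm10 transcripts and deposited the number of reads counted on each of 138930 Ensembl transcripts, without normalization. The counts sum to 56661356 to 120858975 per library, with a median of 77627947 in floxed and 85021452 in KO mice. Because the files count many reads on more than 1 transcript of a gene, each gene was given the count of its transcript with the highest total over the 8 libraries. This choice was made after the counts, and a first comparison on sums over transcripts, had been seen. Gene counts were normalized with edgeR's TMM method and compared between genotypes with its quasi-likelihood test, after removing genes with low counts by edgeR's default filter, which left 21902 genes. Genes with an adjusted p-value (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change above 1.5, the thresholds in the paper's methods, were called differentially expressed.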

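The targeted gene, Ociad1, lies on the plus strand of chromosome 5 of GRCm38 from 73292784 to 73314069. It had 41.56, 66.87, 36.74 and 31.35 TMM-normalized CPM (counts scaled to a common library size) in floxed replicates 1, 3, 4 and 5, and 15.17, 19.71, 12.52 and 11.67 CPM in KO replicates 2, 3, 4 and 5. The mean was 44.1 ± 15.7 CPM (SD, n = 4) in floxed and 14.8 ± 3.62 CPM (SD, n = 4) in KO mice, a log2 fold change of -1.58 (standard error 0.27, adjusted p = 0.0249 from edgeR's quasi-likelihood test). Every KO library was below every floxed library (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). With each library left out in turn, the log2 fold change of Ociad1 stayed between -1.75 and -1.29, its adjusted p-value was under 0.05 in 4 of the 8 fits, and it passed both thresholds in 3. Across all genes, 261 passed both thresholds, 99 higher and 162 lower in KO libraries. Ngp, a transcript of mature neutrophils, had 3437 to 18430 CPM in floxed and 7682 to 8860 CPM in KO libraries. Slamf1, which encodes the sort marker CD150, had 0.88 to 2.19 and 1.56 to 4.4 CPM. Changes between genotypes may therefore come from the mix of cells in the sorted material, and the counts do not tell this apart from changes within LT-HSCs. The KO and floxed values did not overlap for 14.8% of all tested genes, against 2.86% by chance, though genes are not independent. They did not overlap for 94.6% of the 261 genes, which says little, since these genes were selected on the same values. Both genotypes have replicates numbered 3, 4 and 5, which are different mice. Same-numbered libraries deviated together from their genotype means, with a mean correlation across genes of 0.449 over the 3 pairs, against -0.103 over the 13 pairs with other numbers. The correlation was as high, with a mean of 0.458, in the 5 pairs with other numbers that both lie within numbers 1 to 3 or within 4 and 5, and -0.454 in the 8 pairs across these groupings, which were seen in the counts and are not named in the paper. With the replicate number as a block in these 3 pairs, 44 genes passed, 26 higher and 18 lower, and the log2 fold change of Ociad1 was -1.56 (adjusted p = 0.0289 from the same test). With a block for numbers 4 and 5 against the others, chosen after seeing the data, 521 genes passed, 257 of them among the 261, and the log2 fold change of Ociad1 was -1.57 (adjusted p = 0.0013 from the same test). Of the alternatives run, the replicate number as a block moved the number of genes by the largest ratio. Leaving out 1 library at a time gave from 51 to 857 genes, and 46 of the 261 genes passed in all 8 of these fits. The aged WT data of Svendsen et al. were not analysed here, so the overlap in Figure 1g was not recomputed. From the modest overlap of the KO gene lists with those of aged WT LT-HSCs, the paper proposes that HSC aging signatures vary.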

**FIGURE 1:**
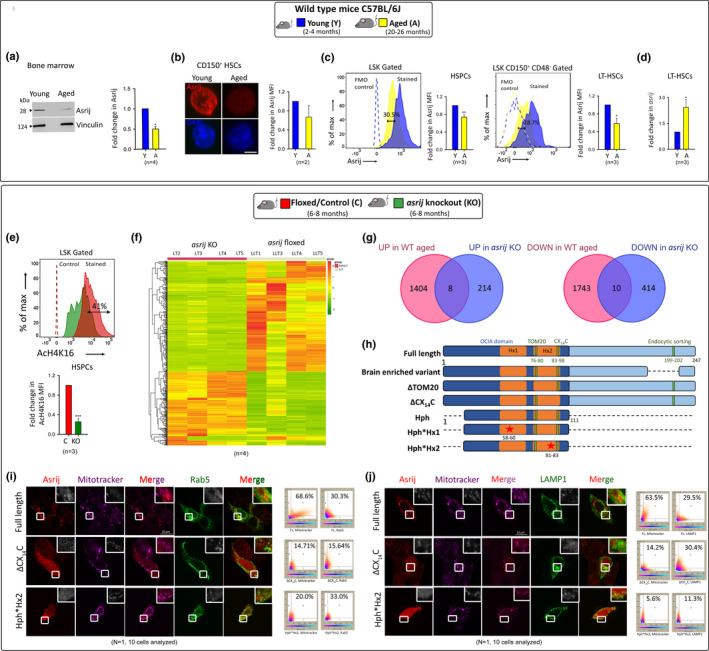
Premature HSC aging‐like changes in *asrij* KO mice. (a) Immunoblot analysis of BM for Asrij levels and graph showing fold change. Vinculin: loading control. (b) Micrographs showing HSCs (LSK CD150^+^) immunostained for Asrij (red). Nuclei marked with DAPI (blue). Scale bar: 2 µm. (c) Representative and summarized flow cytometry data with mean fluorescence intensity (MFI) for Asrij expression in HSPCs and LT‐HSCs. (d) RT‐qPCR for Asrij. (e) AcH4K16 expression in KO HSPCs. Representative flow cytometry data and graph with MFI are shown. (f) Heat map of differentially expressed genes in KO LT‐HSCs. (g) Venn diagrams comparing KO LT‐HSC transcriptome with WT aged dataset (Svendsen et al., 2021). (h) Schematic representation of Asrij constructs. Numbers indicate amino acid positions. Red star shows mutated site. Micrographs of HEK293 cells transfected with Asrij‐FLAG and (i) GFPRab5 or (j) LAMP1‐mGFP construct and stained with Mitotracker Deep Red. Insets show magnified view of the boxed region. Co‐localization plots are to the right of each panel. Error bars denote SEM. *p < 0.05, **p < 0.01 and, ***p < 0.001

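Among the differentially expressed genes whose KO and floxed values did not overlap, the largest increases, clone and model names aside, were in Ifi44l, Loxl2, Cfap74, Syn2 and Ifi44. Loxl2 on chromosome 14 (69609068 to 69695834, GRCm38) had 79.9 ± 9.17 CPM in KO and 0.879 ± 0.767 CPM in floxed mice (SD, n = 4 each), a log2 fold change of 6.41 (standard error 0.51, adjusted p = 0.000868 from edgeR's quasi-likelihood test). The span of Loxl2 overlaps that of Gm27177, whose count came to 74.1% of the total of Loxl2, and 43.6% of the 50-base stretches of the Loxl2 transcript also occur in Gm21451, so the count cannot be assigned to this gene alone. Ifi44l on chromosome 3 (151758737 to 151762892) had 24.8 ± 1.87 CPM in KO and 0.236 ± 0.256 CPM in floxed mice, a log2 fold change of 6.85 (standard error 0.57, adjusted p = 0.00101). Cfap74 overlaps 5830444B04Rik, which had a higher count. The log2 fold changes of Cfap74, Syn2 and Ifi44 were 5.01, 3.90 and 3.13, with adjusted p-values of 0.000455, 0.00515 and 0.00907 from edgeR. The adjusted p-value of each of these 5 genes stayed under 0.05 in the 8 fits without 1 library and with the replicate block. These fits cannot tell an effect of asrij loss apart from a difference between the floxed and KO colonies. Loxl2, Ifi44 and Ifi44l lie near other called genes, and a chromosome segment that differs between the colonies is a candidate explanation there. With clone and model names left out, such as 4931408C20Rik, which had a larger decrease, the largest decreases were in the immunoglobulin variable genes Ighv1-81, Ighv11-2 and Ighv7-4 (log2 fold changes of -7.04, -6.51 and -6.42), in Plppr1 (-6.25) and in Ces1d (-5.91). Their KO counts were low, at 10 or fewer in every KO library except for Plppr1. In floxed replicate 3, Ighv1-81, Ighv11-2 and Ighv7-4 had 0.340, 1.14 and 0.378 CPM. The other floxed libraries had 14.16 to 17.96, 5.87 to 11.18 and 9.82 to 15.87 CPM. A low value of these immunoglobulin genes therefore also occurred in a floxed mouse. With the replicate block, the adjusted p-values from edgeR of Ighv1-81, Ighv11-2, Ighv7-4 and Ces1d were 0.116, 0.0627, 0.190 and 0.115, and that of Plppr1 was 0.0280. Of the 8 fits without 1 library, the adjusted p-value was under 0.05 in 2 for Ighv1-81, 8 for Ighv11-2, 1 for Ighv7-4 and 4 for Ces1d. The size of the change in Plppr1 depended on floxed replicate 3, which had 6261 counts against 90 to 205 in the other floxed libraries. Without this library, its log2 fold change was -3.42 (adjusted p = 0.00717), and in each of the other 7 fits without 1 library its adjusted p-value was above 0.05. Olfm4, among the genes with the smallest adjusted p-value in the paper's Table S1, had 37.9 ± 7.60 CPM in KO and 209.1 ± 42.3 CPM in floxed mice (SD, n = 4 each; log2 fold change of -2.46, adjusted p = 0.00109 from edgeR). Pf4, encoding platelet factor 4, had 20.3 ± 4.51 CPM in KO and 4.17 ± 1.30 CPM in floxed mice (log2 fold change of 2.27, adjusted p = 0.00534 from edgeR). Immunoglobulin genes, with Jchain counted among them, made up 64 of the 162 lower genes and none of the higher ones.

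**Figure D1:**
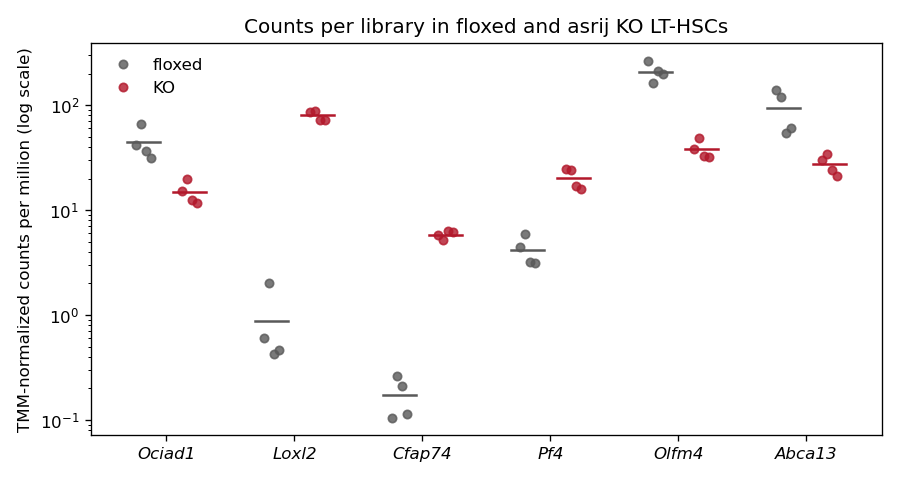
TMM-normalized CPM (log axis) of Ociad1 and 5 differentially expressed genes in each library. Each point is 1 mouse (4 floxed in grey, 4 KO in red) and each line a genotype mean, and for Ociad1 the KO points lie between 11.67 and 19.71, all below the floxed points.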

Asrij harbors multiple motifs that target mitochondria [TOM20 (76–80 aa), CX_14_C (83–98 aa)], endoplasmic reticulum (ER)‐mitochondria contact sites (Cho et al., 2020), endosomes (OCIA domain) (Figure 1h), and proteasome [N‐degron (1–3 aa)]. A naturally occurring brain variant of Asrij lacks an endocytic sorting motif (199–202 aa) but localizes to mitochondria and endosome similar to full length Asrij. Using mutant and/or deletion constructs [∆TOM20, ∆ CX_14_C, Hydrophobic region (Hph), Hph*Hx1 (mutated helix 1), and Hph*Hx2 (mutated Helix 2)] expressed in HEK293 cells, we found that disruption of Hx2 or the CX_14_C reduced Asrij localization to lysosomes and mitochondria (Figure 1i,j; Figure S1a,b). As disrupting organelle targeting motifs in Asrij perturbs its localization, we investigated the effect of *asrij* depletion on organelle homeostasis.

OCIAD1/Asrij controls mtComplex I activity and thereby mtROS, in human pluripotent stem cells (Shetty et al., 2018) and also mitochondrial morphology and dynamics (Ray et al., 2021). Flow cytometry showed elevated mtROS levels in young KO HSPCs compared to control (Figure 2a). Further, ultrastructural defects in mitochondrial architecture such as vacuolization and linearization of cristae were seen in KO BM cells (Figure 2b).

**FIGURE 2:**
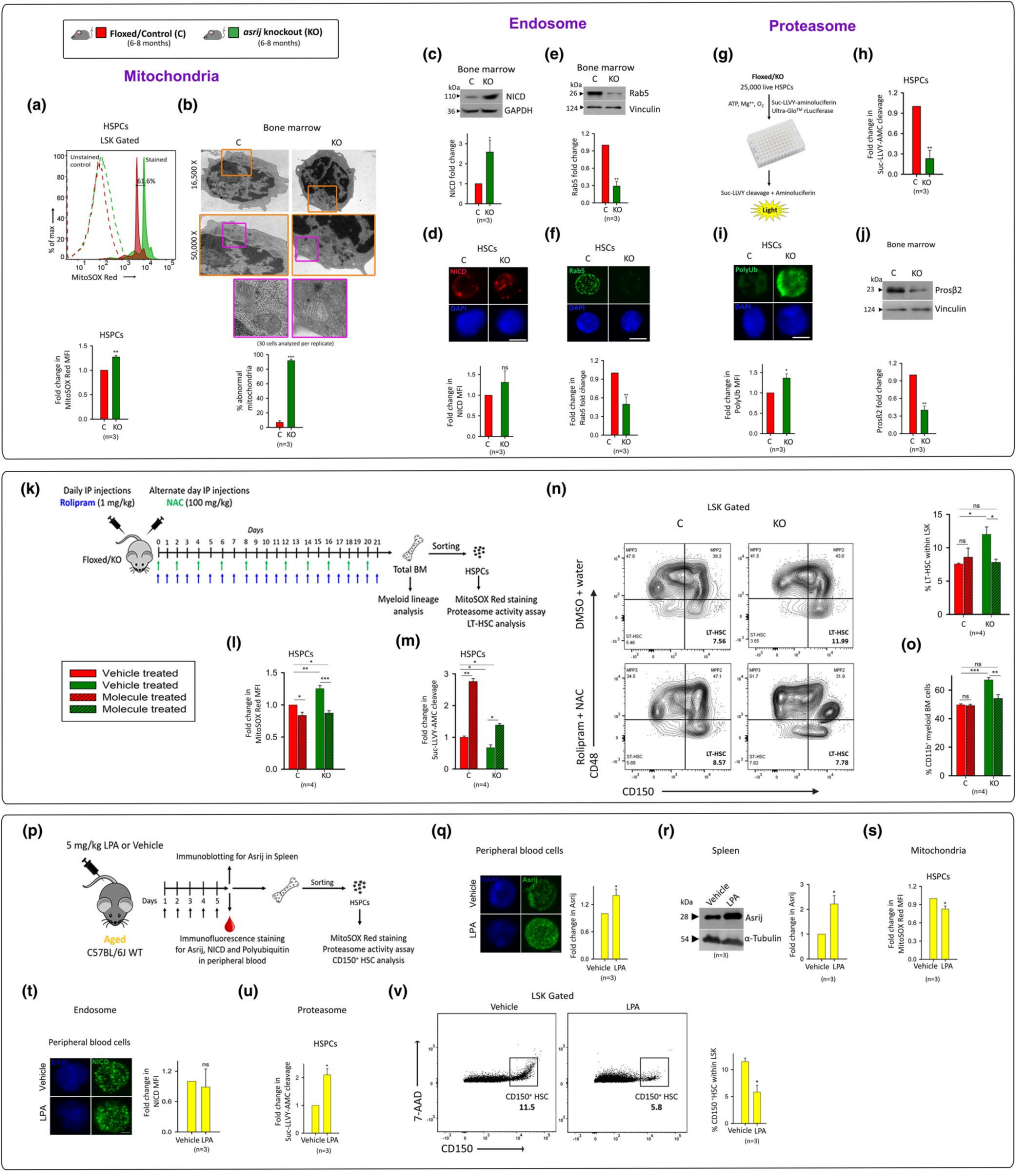
*Asrij* KO HSPCs show organelle dysfunction that can be reversed by pharmacological intervention. (a) Representative and summarized flow cytometry data for mtROS in HSPCs. Graph shows MFI. (b) Representative TEM images and quantification of abnormal mitochondria in BM. (c–h) BM immunoblotting and HSC immunostaining analyses for (c, d) cleaved Notch1 (NICD), (e, f) Rab5, respectively. GAPDH: loading control. Graphs show fold change in protein expression. (g–i) Analysis of proteasome activity in HSPCs. Graph shows fold change in SUC‐LLVY‐AMC cleavage. (j) Immunoblot analysis for Prosβ2 levels in BM. Vinculin: loading control. (k–o) Pharmacological treatment and analysis. (k) Regimen for Rolipram and NAC treatment of mice. Graphs show (l) mtROS and (m) proteasome activity in HSPCs. (n) Representative flow cytometry data and graph showing LT‐HSC percentage within LSK. (o) Percentage of BM CD11b^+^ cells. (p–w) LPA‐mediated upregulation of Asrij in WT aged mice. (p) Regime for LPA treatment. Immunoblot and immunostaining for Asrij in (q) peripheral blood cells and (r) spleen, respectively, (s) mtROS, (t) NICD, and (u) proteasome activity in LPA‐treated cells. (v) Representative flow cytometry data and graph showing CD150^+^HSCs within LSK. Error bars denote SEM. *p < 0.05, **p < 0.01, and ***p < 0.001

*Asrij* null *Drosophila* blood progenitors show stalling of cleaved Notch1 (Notch1 intracellular domain: NICD) in Hrs^+^ endosomes, leading to elevated NICD and ectopic Notch signaling (Kulkarni et al., 2011). We tested whether endocytic transport was similarly affected in mouse KO HSCs. Immunoblotting and immunostaining in KO BM and HSCs showed increased NICD (Figure 2c,d) and decreased Rab5 GTPase (Figure 2e,f) levels. Thus, Asrij is essential for regulated endosomal activity.

Mitochondrial and endosomal machineries crosstalk with the proteasome to ensure cellular quality control (Raimundo & Krisko, 2018). As Asrij plays a conserved role in regulating protein ubiquitination (Khadilkar et al., 2017; Sinha, Dwivedi, et al., 2019; Sinha, Ray, et al., 2019), we reasoned that *asrij* deficiency may affect proteasome. Expectedly, proteasomal activity (Figure 2g–i) and Prosβ2 levels (Figure 2j) were significantly reduced in KO HSPCs and BM, respectively, implying impaired proteostasis, a universal hallmark of aging. Thus, *asrij* depletion causes organelle dysfunction in HSPCs.

To confirm that organelle dysfunction causally leads to HSC aging, we treated *asrij* KO mice with a proteasome activator (Rolipram) and an antioxidant (N‐acetylcysteine) (Figure 2k) and tested for reversal of aging phenotypes. While *ex vivo* single treatment of LT‐HSCs with Rolipram and NAC did not rescue aberrant organelle phenotypes (Figure S1c–e), a combinatorial treatment for 21 days *in vivo* restored organelle activity to near control levels (Figure 2l,m) with reduction in LT‐HSC and myeloid frequencies (Figure 2n,o), thereby attenuating HSC aging. Further, lysophosphatidic acid (LPA)‐induced increase in Asrij in aged WT mice rescued mitochondrial and proteasome activity and restored HSCs to control levels (Figure S2; Figure 2p–v). Thus, we demonstrate that restoring organelle homeostasis by pharmacological intervention can maintain HSC stemness and lineage choice, thereby reversing phenotypes of premature aging in young *asrij* KO HSCs. We propose that Asrij is a critical node in organelle control of HSC aging.

In summary, we provide the first report that HSC aging is associated with Asrij‐dependent simultaneous dysfunction in mitochondrial, endosomal, and proteasomal machineries. Further, we demonstrate that Asrij links organelle function with genetic and epigenetic programs that promote HSC aging and could serve as a biomarker. How Asrij coordinates and contributes to the dynamic interplay among organelles requires further investigation. Realtime analysis of organelle dynamics in young and aged HSCs along with perturbation in regulators such as Asrij could give further insight into the process. A deeper understanding of the organelle‐level regulation of HSC aging could help identify additional aging biomarkers and suggest strategies to rejuvenate aged HSCs or prevent premature HSC aging.

## 2 EXPERIMENTAL PROCEDURES

Please see [Link], [Link].

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONs

MSI and SS conceived the project; SS, AS, PD, and KK performed research and collected, analyzed, and interpreted data; SS and MSI prepared figures and wrote the manuscript.

## Supporting information

App S1 Click here for additional data file.

App S2 Click here for additional data file.

## Data Availability

RNA‐Seq data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE192948. Link for reviewers: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192948. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Organelle dysfunction upon asrij depletion causes aging‐like changes in mouse hematopoietic stem cells
**Source:** Aging Cell. 2022 Mar 15;21(4):e13570. doi: 10.1111/acel.13570
**Supplement:** Supplementary file 2 — App S2

**Title Page**

**Organelle dysfunction upon *asrij* depletion causes aging-like changes in mouse hematopoietic stem cells.**

Saloni Sinha<sup>1</sup>, Alice Sinha<sup>1\*\*</sup>, Prathamesh Dongre<sup>1\*\*</sup>, Kajal Kamat<sup>1</sup> and Maneesha S. Inamdar<sup>1\*</sup>

**Inventory of Supplementary Information:**

1. Experimental Procedures.
2. Supplementary Figures.
3. Supplementary Figure Legends.
4. Supplementary Table.
5. Supplementary References.

## EXPERIMENTAL PROCEDURES

### Mice maintenance and genotyping

C57BL/6J was used as the wild type strain. Young (2-4 months) and aged (20-26 months) C57BL/6J mice (Grigoryan et al., 2018; Ho et al., 2017) were bred inhouse and used for the experiments. Homozygous *asrij* floxed and *asrij* whole-body knockout (KO) mice were maintained and genotyped using PCR as described previously (Sinha et al., 2019). Mice of both genders were used and all animal procedures were performed in accordance with the guidelines of the Institutional Animal Ethics committee (IAEC) of JNCASR (Project Number: MSI005).

### Isolation of bone marrow (BM) cells

Mouse BM cells flushed from the long bones (femur and tibia) were washed in sterile phosphate buffered saline (PBS) and processed for magnetic/fluorescence activated cell sorting (MACS/FACS) or used for lysate preparation as described previously (Sinha et al., 2019).

### Flow cytometry, sorting and antibody staining

Hematopoietic stem and progenitor cells (HSPCs) defined by cell surface markers LSK (Lin<sup>-</sup> c-Kit<sup>+</sup> Sca1<sup>+</sup>) were immunomagnetically (Miltenyi, Germany) sorted and experiments involving flow cytometric analysis of LT-HSCs and myeloid lineage, antibody staining, and gating was performed as described previously (Sinha et al., 2019). Flow cytometry analysis and sorting

was performed on FACS Aria (BD Biosciences, USA) and data obtained was analyzed using FlowJo version 10.6.

#### **RNA-Seq analysis of the *asrij* KO LT-HSC transcriptome**

Total RNA was isolated from LT-HSCs (LSK CD150<sup>+</sup> CD48<sup>+</sup>) sorted from four independent *asrij* floxed (LLT1, LLT3, LLT4 and LLT5) and KO (ArjKOLT2, ArjKOLT3, ArjKOLT4 and ArjKOLT5) mice using RNeasy Mini Kit (QIAGEN, Germany). 

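The genes of the CD markers used in the sort were among those counted. The paper gives LT-HSCs as CD48+ for these libraries and as CD48- in its RT-qPCR and culture methods. The counts cannot decide between these, since they hold no library of a known CD48 sort. Slamf1, which encodes CD150 and lies on chromosome 1 of GRCm38 from 171767127 to 171801184, had 1.33 ± 0.590 CPM in floxed and 2.80 ± 1.22 CPM in KO mice (SD, n = 4 each). The difference did not pass the threshold (log2 fold change of 1.06, standard error 0.41, adjusted p = 0.171 from edgeR's quasi-likelihood test, and 0.93 with adjusted p = 0.200 under the replicate block). The adjusted p-value of Slamf1 ranged from 0.0365 to 0.354 over the alternatives, and was under 0.05 without floxed replicate 3 (1.44, adjusted p = 0.0365) and with the block for replicate numbers 4 and 5 chosen after seeing the data (1.04, adjusted p = 0.0434). Cd48 on the same chromosome from 171682009 to 171705258 had 48.4 ± 5.36 CPM in floxed and 41.6 ± 5.89 CPM in KO mice (log2 fold change of -0.22, standard error 0.15, adjusted p = 0.453 from edgeR, and -0.16 with adjusted p = 0.697 under the replicate block). Haemoglobin genes took 5.13% ± 1.97 of the gene counts in floxed and 17.8% ± 5.65 in KO libraries (SD, n = 4 each). Every KO library had a larger share than every floxed library (exact two-sided permutation test, p = 0.0286). The difference was 7.84 percentage points within replicate numbers 1 to 3 and 17.5 within 4 and 5, and in the 3 same-numbered pairs it was 4.57, 15.65 and 19.27.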

RNA samples were checked for degradation using Bioanalyzer RNA 6000 Pico kit (Agilent, USA) and quantified using Qubit RNA Assay Kit (Thermo Fisher Scientific, USA). 100 ng of total RNA was used to generate RNA-Seq libraries using NEBNext Ultra RNA Library Prep Kit for Illumina. Libraries were sequenced on the Illumina HiSeq 2500 system (Illumina Inc., USA) using HiSeq Rapid Cluster Kit v2 and HiSeq Rapid SBS Kit v2 (at Clevergene Biocorp Pvt. Ltd., Bangalore, India). Quality of reads was assessed using FastQC. Raw reads were trimmed using Trim Galore to remove Illumina adaptor sequence and low quality reads and then aligned to the GRCm38/mm10 reference transcripts using Bowtie 2. 

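Of the 138930 transcript identifiers in the deposited files, 138789 were found in GENCODE M21, an annotation of GRCm38, and they belong to 54749 genes, 39107 of them with at least 1 count. A transcript that lies wholly inside an intron of another gene's transcript, with 800 or more counts over the 8 libraries, shows which part of the outer transcript was counted. In all 4405 such pairs, 2891 of them on opposite strands, the outer transcript had at least as many counts as the inner one in every library, so introns and both strands were counted. Among 9903 genes with at least 2 transcripts of 800 or more counts over the 8 libraries, the 2 highest transcripts differed by less than 1% of the higher count in 41.2% and by less than 10% in 58.9%. For Ociad1, the 4 transcripts with the most counts had 1576, 1576, 1575 and 1576 counts in floxed replicate 1. Because spans overlap, a read can be counted on several transcripts and genes, and the total per library exceeds the number of reads counted.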

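Principal component analysis of the TMM-normalized log2 CPM of 21902 genes put 41.3% of the variance on the first component and 30.1% on the second. The first component separated replicates 4 and 5 of both genotypes (51.3 to 67.8) from replicates 1 to 3 (-81.9 to -42.1). The second separated KO (-54.8 to -33.8) from floxed libraries (6.64 to 79.2). The counts of any 2 libraries of a genotype differed by more than counting noise, with a chi-square of at least 12.99 per degree of freedom across genes, which does not exclude repeat libraries of 1 sample.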

All downstream analyses including principal component analysis, differential expression analysis and statistical tests were performed using custom R scripts. 

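The number of differentially expressed genes in the deposited counts depended on which threshold was used. With an unadjusted p-value under 0.05 in place of the adjusted p-value, and the same limit on the log2 fold change, 624 genes passed, 231 higher and 393 lower in KO LT-HSCs. An adjusted p-value under 0.05 alone was met by 651 genes, 268 higher and 383 lower. With an absolute fold change above 1.5 in place of a log2 fold change above 1.5, the number was 649. DESeq2's Wald test in place of edgeR's quasi-likelihood test called 503 genes at the original thresholds. Counts were also simulated from each gene's mean and edgeR's own estimates of the spread between libraries, without a batch. In them, 200 of 21331 genes were changed by a log2 fold change of 2.5, and calls used an adjusted p-value under 0.05 alone. There edgeR's test recovered 91% of the changed genes and 6.7% of its calls were false. For DESeq2, run on 21320 genes, these shares were 96.5% and 26.9%. Since no limit on the fold change was used, they do not give the share of false calls at the original thresholds.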

Transcripts with absolute log<sub>2</sub> fold change > 1.5 and adjusted *p*-value < 0.05 were considered differentially expressed. Heat maps were generated using heatmap.2 function from the Bioconductor. To compare *asrij* KO LT-HSC transcriptome with the WT aged LT-HSC dataset, differentially expressed gene lists from Svendsen et al., 2021 were manually compared with *asrij* KO LT-HSC data (Supplementary Table S1) using online tool (<https://www.molbiotools.com/listcompare.php>) and represented as Venn diagrams. 

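Table S1 lists the paper's 646 genes, 222 higher and 424 lower in KO LT-HSCs. Of these, 570 have the paper's adjusted p-value under 0.05, 201 higher and 369 lower, and the largest adjusted p-value in the paper's list is 0.164. Of the 646 genes, 572 passed the filter on low counts here, and 545 of them changed in the same direction (95.3%). The log2 fold changes of the 572 genes here and in Table S1 had a Pearson correlation of 0.915 across genes, which are not independent replicates. Both thresholds were passed here by 195 of the genes in the same direction, 77 higher and 118 lower, and by none in the opposite direction. These 195 genes were 74.7% of the 261 genes called from the deposited counts, and the other 66 are not in Table S1. An unadjusted p-value under 0.05 and the same direction were seen for 453 of the 572 genes.

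**Figure D2:**
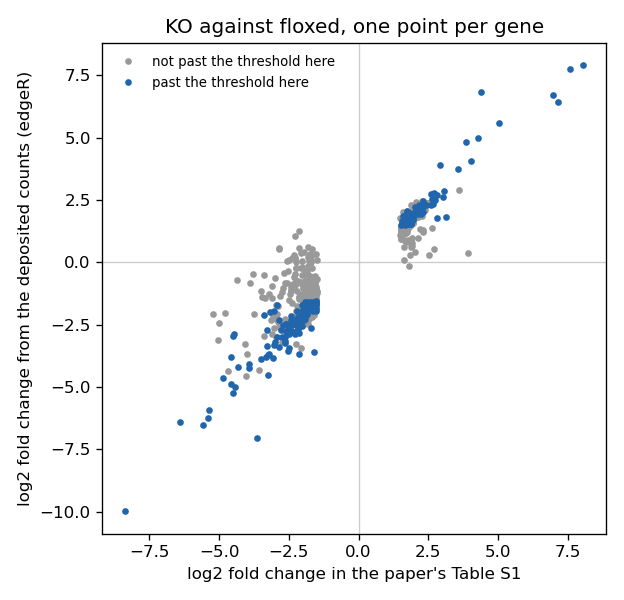
Log2 fold change of KO against floxed LT-HSCs from the deposited counts (vertical axis, edgeR) against the paper's value in Table S1 (horizontal axis) for 572 genes. Each point is a gene, blue where it passed both thresholds here (195 genes), and 27 grey points have opposite directions.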

The

RNA-Seq data were deposited at Gene Expression Omnibus (GEO) under the accession number GSE192948.

## **Generation of tagged expression constructs**

Asrij fusion constructs with FLAG or DsRed were generated by introducing desired Asrij fragments upstream of FLAG or DsRed sequences (between Sall and BamHI restriction sites) of plasmids pCMV-Tag2B and pDsRED2-N1 (Clontech, USA). The constructs used were Asrij full-length (1-247 aa), brain enriched variant ( $\Delta$ 185-235 aa),  $\Delta$ TOM20 ( $\Delta$ 76-80 aa),  $\Delta$ CX<sub>14</sub>C ( $\Delta$ 83-98 aa), Hph (32-111 aa), Hph\*Hx1 (58-60 aa changed to Proline), Hph\*Hx2 (81-83 aa changed to Proline), GFP-Rab5 and LAMP1-mGFP (both from Addgene, USA).

## **Cell culture, transfection and co-localization index calculation**

$2.5 \times 10^4$  HEK293 cells maintained in DMEM media containing 10% FBS were transfected after 36 hours with 1  $\mu$ g of Asrij constructs. After 48 or 72 hours, the transfected cultures were washed with PBS, fixed with 2% paraformaldehyde and processed for immunostaining using standard procedures as described previously (Sinha et al., 2013). For immunostaining, primary antibody was used against FLAG (SIGMA, USA). Co-localization analysis of Asrij with Rab5, LAMP1 and Mitotracker Deep Red was performed using the ZEN image processing software (ZEN, Carl Zeiss Inc) as described previously (Sinha et al., 2018).

## **MitoSOX Red staining**

MitoSOX Red dye (Invitrogen, USA) was used to measure mitochondrial ROS levels. Briefly, immunomagnetically (Miltenyi, Germany) sorted BM HSPCs were incubated with 5  $\mu$ M MitoSOX Red for 30 minutes at room temperature in dark and washed with PBS. Red fluorescent signal was acquired using flow cytometer in the PE channel and mean fluorescence intensity (MFI) was used for analysis.

#### **Immunofluorescence and confocal microscopy**

Immunomagnetically (Miltenyi, Germany) or flow cytometry based sorted BM HSPCs or LT-HSCs were processed for immunostaining using standard procedures as described previously (Sinha et al., 2019). Primary antibodies used were against Asrij (Abcam, USA), CD150, CD48 (both from Invitrogen, USA), Rab5 (BD Biosciences, USA), Notch Intracellular Cleaved Domain 1 (NICD) (CST, USA) and polyubiquitin (Enzo Life Sciences, USA). Secondary antibodies used were coupled to Alexa-Fluor 488 or Alexa-Fluor 568 (Molecular Probes, USA). Images were acquired using Carl Zeiss LSM880 microscope, intensities were measured using ImageJ 1.48v software and adjusted uniformly for brightness/contrast using Adobe Photoshop CS5.

#### **Immunoblotting and densitometry analysis**

Immunoblotting of mouse tissues and BM cells was performed as described previously (Sinha et al., 2019). Primary antibodies against Asrij (Abcam, USA), NICD (CST, USA), Pros $\beta$ 2 (Santa Cruz, USA), and Rab5 (BD Biosciences, USA) were used. Lysates were normalized with respect to loading control GAPDH or Vinculin or  $\alpha$ -Tubulin (all from SIGMA, USA). Secondary antibodies used were anti-rabbit or anti-mouse HRP-conjugated (Genei, India). Quantitation

of fold-change in protein levels was done by measuring the band density using ImageJ software and values were normalized to the loading control for plotting. All experiments were performed on three independent biological samples unless stated otherwise.

#### **Real time – quantitative PCR (RT-qPCR)**

RNA was extracted from sorted LT-HSCs (LSK CD150<sup>+</sup>CD48<sup>-</sup>) using RNeasy Mini kit (QIAGEN, Germany). Reverse transcription was performed using 2µg RNA and Superscript II (Thermo Fisher Scientific, USA) according to manufacturer's instructions. The primers used were Asrij-Forward (5'-GTCGACATGTGGAGACTCTTGCAG-3') and Asrij-Reverse (5'-GGATCCCCAAGGGG GGAGTTTTC-3'). All reactions were performed on three independent biological samples taking duplicates per reaction.

#### **Transmission Electron Microscopy (TEM)**

BM cells harvested were fixed using 2.5% glutaraldehyde for 1 hour and then processed to obtain micro-thin sections (1 µm) at the EM facility of Christian Medical College Hospital, Vellore. Cells were imaged at 50,000X magnification on a TEM (Tecnai G2 Spirit 120kV) at IISc, Bangalore. Mitochondria were manually examined for ultrastructural defects such as linearization of cristae and vacuolization and marked abnormal. Imaging and analysis were performed on at least 30 cells from three independent biological replicates.

#### **26S proteasome activity assay**

Chymotrypsin-like activity of the proteasome was determined using the Proteasome-Glo™ Chymotrypsin-Like cell-based assay kit (Promega, USA) following manufacturer's instructions. Briefly, 20,000 BM HSPCs were plated per well followed by addition of the substrate and luciferase enzyme in a total reaction volume of 50 µL in a 96-well plate. Following 10 minutes incubation at room temperature, luminescence generated from the hydrolysis of a specific luminogenic proteasome substrate Suc-LLVY aminoluciferin (Succinyl-leucine-leucine-valine-tyrosine-aminoluciferin) and subsequent luciferase consumption of the released aminoluciferin was measured as relative light units (RLU) using Varioskan plate luminometer (Thermo Fischer Scientific, USA). Proteasome activity was plotted as fold change in Suc-LLVY cleavage. Assays were performed in triplicates on three independent biological samples.

#### **Rolipram and N-acetyl cysteine (NAC) treatment of mice**

Rolipram (SIGMA, USA) was reconstituted in sterile DMSO (SIGMA, USA) at 5 mg/mL and then diluted in PBS before injection. NAC (SIGMA, USA) was dissolved in sterile water at 30 mg/mL. For rescue of LT-HSC expansion and myeloid skewing, mice were injected intraperitoneally with 1 mg/kg Rolipram or vehicle (DMSO) every day and administered 100 mg/kg NAC or vehicle (water) every alternate day for 3 weeks. Post treatment, mice were sacrificed and BM HSPCs were isolated for proteasome activity assay and MitoSOX Red staining to validate the treatment. Analysis of BM myeloid lineage and LT-HSC frequency was performed as described previously (Sinha et al., 2019).

#### ***Ex vivo* LT-HSC culture with NAC and Rolipram**

Freshly sorted LT-HSCs (LSK CD150<sup>+</sup> CD48<sup>-</sup>) were seeded on fibronectin (SIGMA, USA) coated 8-well chamber slides (Thermo Scientific, Nunc, Lab-Tek) and cultured for 72 hours in Ham's F-12 medium supplemented with 1% Insulin-Transferrin-Selenium, 1% Glutamax, 10mM HEPES (all from Invitrogen, USA), 10 ng/mL human Stem Cell Factor, 10 ng/mL human Thrombopoietin, 0.1% Bovine Serum Albumin (all from SIGMA, USA) and 1X Antibiotic-Antimycotic (Invitrogen, USA) at 37° C with 5% CO<sub>2</sub> (modified and adapted from Wilkinson et al., 2019).

#### **LPA treatment of mice**

Oleoyl-L- $\alpha$ -lysophosphatidic acid sodium salt (LPA) (SIGMA, USA) was reconstituted in solvent mixture of Chloroform:Methanol:Acetic acid (95:5:5) at 10 mg/mL and then diluted in PBS before injection. To standardize the dose and duration of LPA treatment, WT young mice were injected intraperitoneally with 3 or 5 mg/kg LPA or vehicle (Chloroform:Methanol:Acetic acid) every day for 5 days and blood was collected after 3 and 5 days by retro-orbital bleeding. Post RBC lysis, peripheral blood cells were immunostained for Asrij and tissues were used for immunoblotting. To test for the reversal of organelle dysfunction and HSC aging phenotypes, WT aged mice were injected intraperitoneally with 5 mg/kg LPA or vehicle every day for 5 days. Post treatment, mice were sacrificed and BM HSPCs were isolated for proteasome activity assay and MitoSOX Red staining. Analysis of BM myeloid lineage and LT-HSC frequency was performed as described previously (Sinha et al., 2019).

#### **Statistical analysis and quantification**

176 Statistically significant differences were determined using ANOVA: single factor analysis. Error  
177 bars denote standard error of mean. \*  $p < 0.05$ , \*\*  $p < 0.01$  and \*\*\*  $p < 0.001$  are indicated.

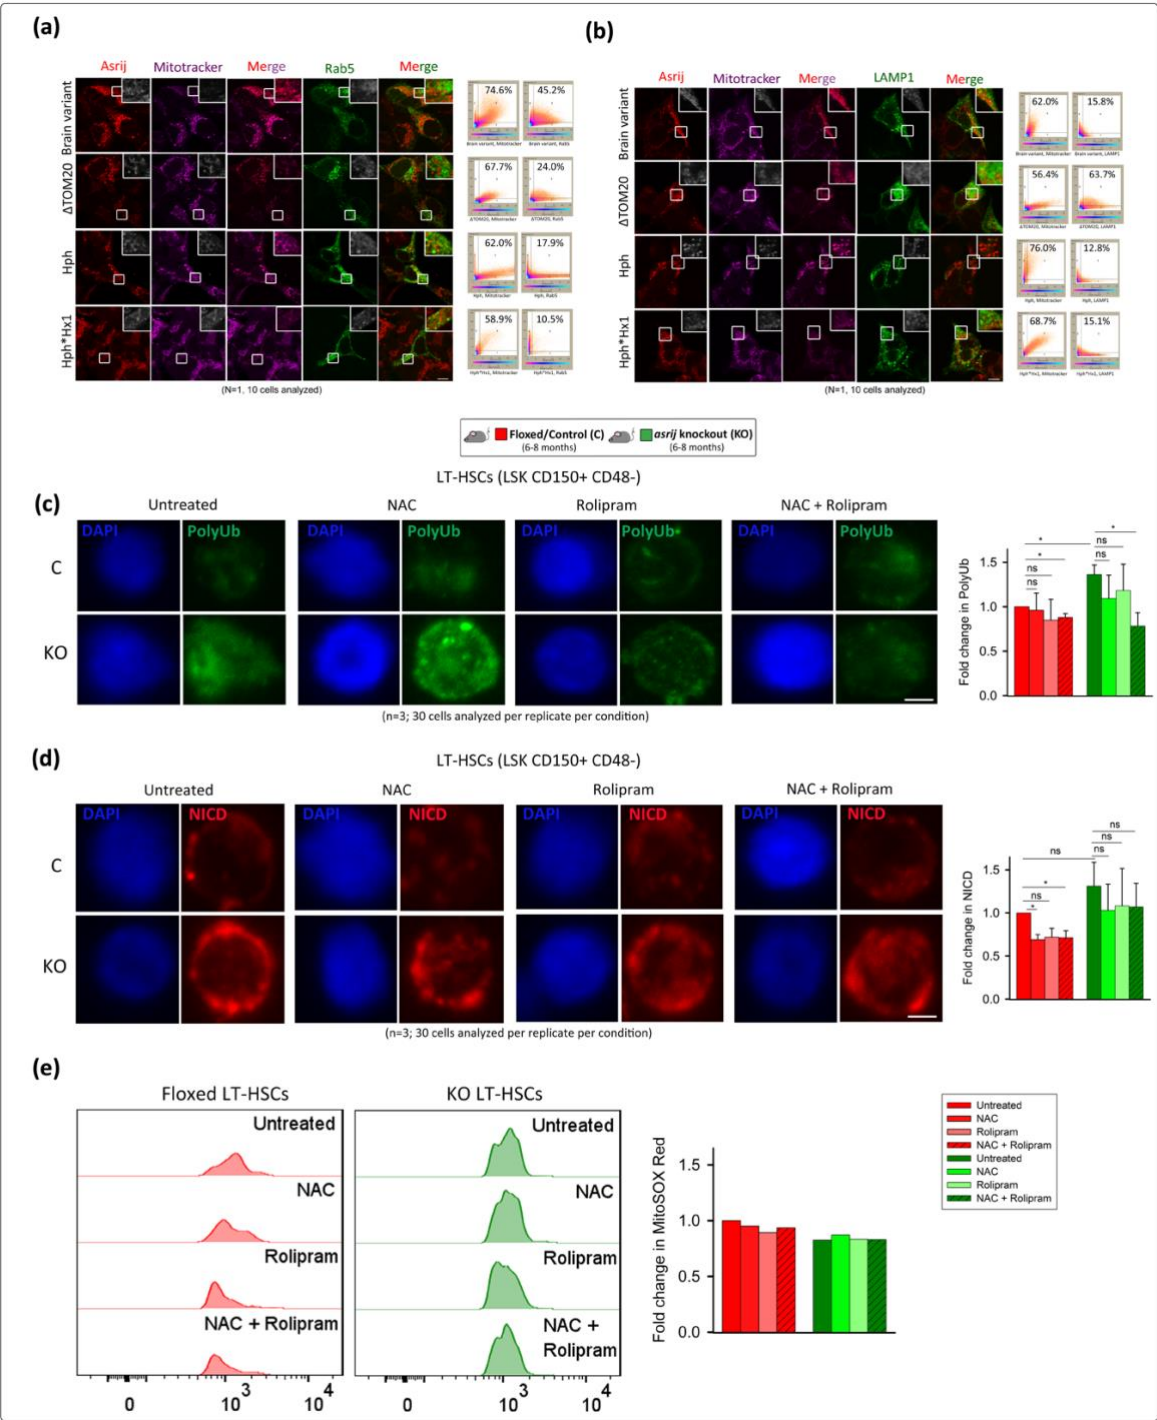

Supplementary Figure S1

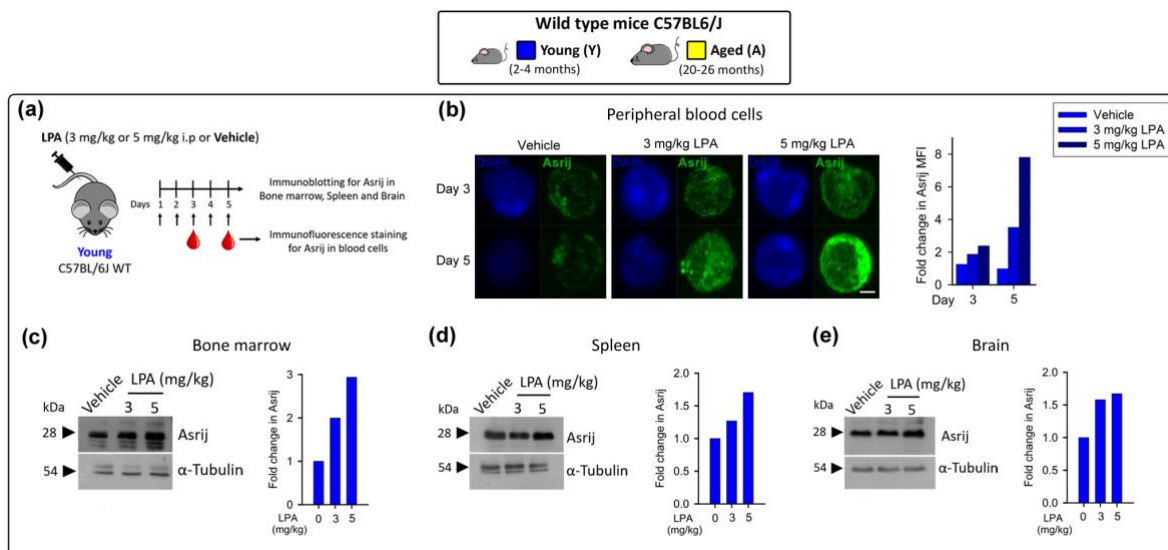

**Supplementary Figure S2**

## SUPPLEMENTARY FIGURE LEGENDS

### Supplementary Figure S1. Mapping organelle targeting motifs in *Asrij* and *ex vivo* pharmacological intervention of *asrij* KO LT-HSCs to rescue organelle defects. (a, b)

Micrographs of HEK293 cells transfected with *Asrij* mutant constructs and (a) GFP-Rab5 or (b) LAMP1-mGFP construct, and stained with Mitotracker Deep Red. Insets show magnified view of the boxed region. Co-localization plots are to the right of each panel. Scale bar: 10  $\mu$ m. Immunostaining for (c) polyubiquitin (green) and (d) NICD in LT-HSCs post treatment. Nuclei marked by DAPI (blue). Scale bar: 2  $\mu$ m. (e) MitoSOX Red staining analysis post treatment. Error bars denote SEM. ns – non-significant and \* $p$ <0.05.

How the deposited data were processed for this re-analysis (not part of the article)

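The data are 8 RNA-seq libraries of LT-HSCs from 4 asrij floxed mice (replicates 1, 3, 4 and 5) and 4 asrij KO mice (replicates 2, 3, 4 and 5). The authors checked reads with FastQC, trimmed them with Trim Galore, aligned them to GRCm38/mm10 reference transcripts with Bowtie 2 and deposited a count for each of 138930 Ensembl transcripts in each library. The deposited counts are whole numbers and are not normalized. The paper's text does not name the counting tool, the annotation release, the software versions, the use of strand or a sequencing batch. The paper's methods leave the test to custom R scripts and give the thresholds.

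The counts were checked to be whole numbers of at least 0 in all 8 files. Of these, 7 are separated by tabs under a name for comma-separated files. An automatic check of units reads such files at commas and could not read those 7, so their unit was recorded there as another unit, although the authors deposited counts in all 8, and the check for whole numbers was made separately on every file.

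Transcripts were assigned to genes with GENCODE M21 (GRCm38), which holds 138789 of the identifiers, 137913 of them in the same version. In the deposited files, the count of a transcript covers its whole genomic span, with introns and both strands, as counts of transcripts inside introns of other genes show, although the paper's methods name an alignment to reference transcripts. Because reads are counted on several transcripts of a gene, the count of a gene was taken from its transcript with the highest total over the 8 libraries. The written design did not state how transcripts would be combined. A first comparison used sums over transcripts and gave 253 differentially expressed genes, and the choice was changed after this had been seen and the multiple counting of reads had been found. The sum over transcripts is kept as an alternative. Reads of a gene that overlaps another can still be counted on both, and genes with shared sequence, such as Hba-a1 and Hba-a2 (67.5% of 50-base stretches of the Hba-a1 transcript), cannot be told apart there. The span was recognised after the other results had been seen, and leaving out overlapping genes was then added as an alternative.

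Library totals ranged from 56661356 to 120858975 transcript counts and from 23412829 to 44874882 gene counts. For the 261 genes called, the median standard error of the log2 fold change was 0.374. Standard errors given with edgeR's log2 fold changes were derived from its test, as the absolute log2 fold change divided by the square root of the F statistic. They restate that statistic and are not a separate estimate of error. Libraries of a genotype differed across genes by more than counting noise. For the called genes, counting error was not separated from differences between mice.

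Gene counts were filtered with filterByExpr by genotype, normalized by TMM and tested with glmQLFit and glmQLFTest in edgeR 4.0.16 (R 4.3.3), with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change above 1.5 were called. CPM values use the TMM-scaled library sizes. Single genes, the haemoglobin share and the scores of 15 gene sets (the mean over members of log2(CPM + 1)) were compared with exact two-sided permutation tests over 70 labelings, which cannot give a p-value below 0.0286. With 1 library left out, 0.0571 is the smallest p-value, so the leave-one-out values of these measures were compared without a test. The edgeR, limma-voom (limma 3.58.1) and DESeq2 1.42.0 fits were tested on simulated data with 200 changed genes before use. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the other steps.

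The genes named were set by a rule before the data were examined: Ociad1 and the genes of proteins the paper measures or sorts on, the 5 higher and 5 lower called genes with the largest change among genes with non-overlapping groups and a gene name other than a clone or model number, the 5 higher and 5 lower genes of Table S1 with the smallest adjusted p-value under the same limit on names, 4 haemoglobin genes, and the members of each gene set with the largest changes. Other genes named in the closing section were chosen after their values were seen.

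The pairing of replicates comes from the library numbers in the labels and the paper. Numbers 3, 4 and 5 occur in both genotypes, but the mice are different, so the comparison was made without a block, and with the replicate number as a block as an alternative. The alternatives written at the same time as the rule for named genes were other filters, normalizations, tests and thresholds, leaving out haemoglobin or immunoglobulin genes, the block and leaving out each library. The alternatives added after the data had been seen were the sum over transcripts, the test of each transcript, a block for replicate numbers 4 and 5 against the others, a correction for GC content and length of the spliced transcript, a correction for the length of the genomic span, and leaving out genes that overlap another gene with a count. The sample labels give an age of 6 months and the paper 6–8 months. The aged WT data were not analysed here.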

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

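The tests in this part were chosen after the results they measure had been seen, except for those of sequencing depth and of plasma-cell genes. The lists of B-cell and plasma-cell genes were written after the files had been seen. A library far from the other 3 of its genotype was found in 12 of 104 groups of 4 libraries, where chance gives about 5.2, and 7 of the 12 were the same library, floxed replicate 3.

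In floxed replicate 3, the log2(CPM + 1) of Ociad2 was 3.013 (others 0.468 to 0.481), of Loxl2 1.596 (0.511 to 0.684), of Plppr1 6.90 (2.271 to 2.679) and of Ighv1-81 0.423 (3.922 to 4.245). Its erythroid score was 9.177 (7.754 to 7.948), its myeloid score was 8.509 (9.717 to 9.925), and it listed 34367 genes with a count, against 28305 to 29096 in the other floxed libraries. Deeper sequencing was tested by drawing every library down to 23412829 gene counts, and floxed replicate 3 still listed 32930 genes, more than each of the other 7 libraries (27629 to 28863). A strain variant against the reference would lower the counts of genes that lie near each other. Of the 130 genes outside the immunoglobulin loci at least 1 log2 unit below every other library, 39 had a non-overlapping neighbour of the same kind within 200 kb, where 1000 random draws of tested genes gave a median of 6 and at most 19 (one-sided permutation p = 0.000999, the smallest these draws can give). Of the 141 genes at least 1 log2 unit above every other library, 9 had one, where draws gave a median of 8, but lost reads would not raise counts, so this says little. Between 33 and 39 Mb of chromosome 17, a region picked after the values were seen, lie 210 of the 21727 tested genes, 9 of the 130 and 3 of the 141. Neighbouring genes that change together in some cell types would also give such groups, so a strain variant and a different mix of cells both remain candidate explanations for floxed replicate 3 and were not told apart. No biological explanation was tested, since the design gives none for a single floxed mouse.

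The other libraries far from their group were floxed replicate 1 for Hba-a1 (12.80, others 13.97 to 14.06) and Hba-a2 (12.54, others 13.66 to 13.81), KO replicate 3 for Ces1d (0.176, others 0) and Ighj1 (1.869, others 1.182 to 1.238), and KO replicate 4 for Lamp1 (7.947, others 8.02 to 8.026), all on the log2(CPM + 1) scale. For Ces1d and Lamp1 the distances are small. No explanation was tested for these 5.

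The haemoglobin share of the gene counts, which the paper does not report, was 12.65 percentage points higher in KO than in floxed libraries. A batch of replicate numbers 4 and 5 does not account for it, since the difference was 7.84 points within numbers 1 to 3 and 17.5 points within numbers 4 and 5. The 20 erythroid genes tested that are not haemoglobin genes were higher in KO too, by 1.372 on the log2(CPM + 1) scale (exact two-sided permutation test, p = 0.0286). The pattern may therefore come from erythroid RNA or cells in the sorted material, and the counts do not tell this apart from a change in the KO HSCs themselves.

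Of the 162 genes lower in KO, 64 were immunoglobulin genes, with Jchain counted among them, which the paper does not discuss. Variable genes were lower in KO for 65 of 78 tested Ighv genes on chromosome 12 and 70 of 72 tested Igkv genes on chromosome 6. Summed over the variable genes, floxed libraries had 781.0, 320.4, 721.2 and 767.4 CPM (replicates 1, 3, 4 and 5) and KO libraries 170.5 to 195.5 CPM. Fewer B cells would lower B-cell genes outside these loci, but the mean of 8 such genes was higher in KO by 0.739 on the log2(CPM + 1) scale, with Ms4a1 the only one of the 8 lower (exact two-sided permutation test, p = 0.0286). Fewer plasma cells would lower plasma-cell genes outside these loci, and the mean of 8 of them differed by -0.191 (exact two-sided permutation test, p = 0.0857), with 5 of the 8 lower and 3 higher. Prdm1 had the lowest adjusted p-value among them (log2 fold change of -1.20, adjusted p = 0.0383 from edgeR). Chosen after its values were seen, Jchain, which also lies outside these loci, was lower (-1.66, 0.0239), as were Ighg1 (-5.24, 0.0329) and Ighg2c (-3.85, 0.0389), while Ighm was not (-0.30, 0.433) and Ighd was higher (0.69, 0.0283). A strain variant of the loci would leave some variable genes higher, and 9.80% of the tested ones were higher in KO, 4 of them, all Ighv genes, with a log2 fold change over 1.5 and none of them called. A variant of the loci would not by itself lower Prdm1 and Jchain, and fewer plasma cells would not by itself raise these 4 genes, but all of these were singled out for their values. Fewer plasma cells and a strain variant were not told apart.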

How the results depend on the processing

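Between KO and floxed libraries, 261 genes were called, 99 higher and 162 lower. Within 1.5 times this total were edgeR with DESeq2's size factors, library totals or a robust fit, both other filters, limma-voom, leaving out haemoglobin or immunoglobulin genes and, added after seeing the data, the sum over transcripts, corrections for GC content and length and for span length, and leaving out overlapping genes. DESeq2's Wald test gave 503 genes (193 higher, 310 lower). Replacing the adjusted by the unadjusted p-value gave 624 (231 higher, 393 lower), no fold change threshold 651 (268 higher, 383 lower), and an absolute fold change above 1.5 gave 649 (268 higher, 381 lower). Testing each transcript, added after seeing the data, gave 1067 transcripts (435 higher, 632 lower). Leaving out genes that overlap another gene, also added after seeing the data, left 9741 tested genes and 182 calls, 161 of them among the 261. The total stayed within 1.5 times and the number in a direction did not with library totals (60 higher, 253 lower), limma-voom (73 lower), without immunoglobulin genes (89 lower) and without overlapping genes (64 higher). Scaling to library totals also changed the share of higher calls from 37.9% to 19.2% and moved the median log2 fold change of all genes from -0.006 to -0.196. Higher calls outnumbered lower ones with limma-voom (60.75% higher), with the replicate block (59.1%) and without immunoglobulin genes (51.4%). Lower calls outnumbered higher ones in the other alternatives, those without a library aside.

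Leaving out each library in turn gave from 51 to 857 genes in total, 30 to 545 higher and 19 to 312 lower. Lower genes outnumbered higher ones without floxed replicate 4 (54 higher, 102 lower) and without floxed replicate 5 (38 higher, 40 lower). In the other fits without a library, higher genes outnumbered lower ones, so the excess of lower genes among the 261 depended on the libraries used. The highest numbers came without floxed replicate 3, and 249 of the 261 genes were called there in the same direction. In each of the other 7 fits the number was lower than 261.

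With the replicate number as a block over the 3 shared numbers, 44 genes were called (26 higher, 18 lower), 37 of them among the 261. This fit has 6 libraries. A block for replicate numbers 4 and 5 against the others, added after seeing the data, kept all 8 libraries and gave 521 genes (200 higher, 321 lower), 257 of them among the 261.

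The log2 fold change of Ociad1 was negative in all 17 alternatives run for it, its adjusted p-value stayed under 0.05 in 13 of them, and it passed both thresholds in 12, since the fold change was too small without floxed replicate 3 (-1.295). Leaving out each library gave -1.746 to -1.295, and the adjusted p-value from edgeR was above 0.05 without floxed replicate 1 and without KO replicates 2, 4 or 5 (at most 0.0882). The other alternatives gave adjusted p-values of 4.86e-06 to 0.0289. The haemoglobin share was higher in KO in every alternative run. The number of called genes shared with Table S1 was 195, and 312 with DESeq2's Wald test.

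For 32 other named genes, 428 of 540 alternative values kept their direction and side of the threshold on the adjusted p-value, 81 lost significance and 15 gained it. DESeq2's Wald test gave no adjusted p-value for Plppr1 and Ociad2, whose 2 values kept their direction. The direction reversed in 14, all for genes that were not called. Rab5c was between -0.257 and 0.0029 without 1 library. Lamp1 reversed with no filter (0.0065), with the replicate block (0.057), with the sum over transcripts (0.0187) and without 1 library (-0.164 to 0.0651). With library totals, Trp53 (0.145 to -0.042) and Ighj1 (0.183 to -0.026) reversed. That scaling moved the median log2 fold change of all genes from -0.006 to -0.196. A shift of this size is enough to reverse both, so these reversals say little about the genes themselves. Leaving out a library gave -2.44 to 0.333 for Ociad2 and -0.146 to 0.831 for Ighj1. Among 210 values for the 15 gene set scores, 8 reversed. The score of mitochondrially encoded mRNA reversed with library totals (-0.178), with the replicate block (-0.0344) and without 1 library (-0.154 to 0.176). The scores of Notch targets (-0.039) and p53 targets (-0.0731) reversed with library totals, and that of immediate early and heat shock genes ranged from -0.550 to 0.0097 without 1 library. The reversals of scores with library totals also go with this shift of all genes. The cause of the other changes was not tested. No gene set reached an adjusted p-value under 0.05 in the alternatives that gave one, the smallest being 0.054 with limma's camera test, while the fits without 1 library and with the replicate block gave none.

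Whether depth or the number of mice limits the called genes more was not tested. Where KO counts were near 0, as for Ighv1-81 and Ces1d, the size of the fold change is uncertain.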

Differences from the paper's values

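The paper's Table S1 lists 222 genes higher and 424 lower in KO LT-HSCs, and 99 and 162 were called here. Of the alternatives set before the data were examined, DESeq2's Wald test (193 higher, 310 lower), an unadjusted p-value (231 and 393), no fold change threshold (268 and 383) and an absolute fold change above 1.5 (268 and 381) came within 1.5 times of both of the paper's numbers. In the paper's list the smallest absolute log2 fold change is 1.50, the largest unadjusted p-value 0.0491 and the largest adjusted p-value 0.164. Of these 4, the list therefore keeps to the limits of the unadjusted p-value alone. The other 3 ask for an adjusted p-value under 0.05, and the last 2 would also list genes with smaller fold changes. Without floxed replicate 3, the lower genes (312) did and the higher genes (545) did not. The other alternatives set before the data were examined did not come within 1.5 times of either number. A block for replicate numbers 4 and 5, chosen after seeing the values, gave 200 and 321, and testing each transcript, also chosen after seeing the values, gave 632 lower transcripts.

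Of the paper's 646 genes, 201 higher and 369 lower have the paper's adjusted p-value under 0.05. The same 4 alternatives came within 1.5 times of both numbers. No filter on low counts (134) did so for the higher genes, and library totals (253) and leaving out floxed replicate 3 (312) did so for the lower genes. The block chosen after seeing the values did so for both (200 and 321).

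For 10 of the named genes the log2 fold change differed from the paper's by more than the larger SD between replicates. Ifi44l was 6.85 against the paper's 4.395, Cfap74 was 5.01 against the paper's 4.274, Syn2 was 3.90 against the paper's 2.936, and Ighv1-81 was -7.04 against the paper's -3.642. Cntnap5b was 1.76 against the paper's 2.804 and Tdpx-ps1 was 1.81 against the paper's 3.133. Tdpx-ps1 lies within an intron of Cntnap5b, and its count came to 94.7% of that of Cntnap5b, so these 2 values are not independent. Ighj1 was 0.183 against the paper's -2.266. None of the alternatives set before the data were examined closed the gap for these 7 genes. The paper's text does not name its counting tool, so it is not known whether Table S1 rests on the same gene counts.

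Loxl2 was 6.41 against the paper's 7.161, and leaving out floxed replicate 3 (7.304) closed the gap, as did the sum over transcripts (6.98), chosen after seeing the values. Ces1d was -5.91 against the paper's -5.365, and the replicate block (-5.302) and leaving out KO replicate 2, 4 or 5 (-5.474, -5.575 and -5.581) closed the gap. Ighv5-6 was -4.50 against the paper's -3.263, and the replicate block (-3.969) closed the gap. The other alternatives set before the data were examined did not close the gap for these 3 genes.

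The paper's Table S1 lists Hba-a2, Hbb-bs, Ociad2 and Ighj1, and they were not called here (adjusted p = 0.0542, 0.056, 0.273 and 0.878 from edgeR). For Ociad2, the paper's own adjusted p-value in that table is 0.159. Across the alternatives, their adjusted p-values ranged from 3.06e-05 to 0.204 for Hba-a2 and from 1.4e-05 to 0.216 for Hbb-bs. Hba-a2 had an adjusted p-value under 0.05 with library totals (0.0461), DESeq2's Wald test (3.06e-05) and without floxed replicate 3 (0.0154), and Hbb-bs with DESeq2's Wald test (1.4e-05), limma-voom (0.0413) and without floxed replicate 3 (0.00439). Both also did with the sum over transcripts (0.0454 and 0.0356) and the block for replicate numbers 4 and 5 (0.0111 and 0.0172), which were chosen after seeing the values. No alternative called Ociad2 or Ighj1, and DESeq2's Wald test gave no adjusted p-value for Ociad2.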

Other observations

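The genes of measured proteins and the gene sets compared between genotypes in this part were set before the data were examined. The other tests were chosen after the results they measure had been seen. Exceptions were the tests of GC content and length of the spliced transcript and of the region around Ociad1. The corrections for GC content and length were added after the data had been seen.

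As proteins, the paper measures cleaved Notch1 and Rab5 in BM and HSCs, and Prosβ2 in BM. In the LT-HSC libraries, the transcripts of these genes did not pass the thresholds. Notch1 had a log2 fold change of -0.58 (standard error 0.24, adjusted p = 0.202 from edgeR's quasi-likelihood test), Rab5a -0.28 (0.15, 0.339), Rab5b -0.30 (0.21, 0.442) and Rab5c -0.11 (0.21, 0.817). Psmb7, encoding Prosβ2, had 0.41 (0.33, 0.504), Lamp1 -0.02 (0.20, 0.966) and Trp53 0.14 (0.14, 0.590). Psmb7 overlaps Nek6 and Lamp1 overlaps Grtp1, whose counts came to 83.5% and 73.6% of theirs. Across the alternatives, the adjusted p-value of Notch1 ranged from 0.0361 to 0.422. It was under 0.05 without floxed replicate 3 (0.0396) and with a block for replicate numbers 4 and 5, chosen after seeing the data (0.0361, log2 fold change of -0.59). That of Rab5b ranged from 0.0461 to 0.681 and was under 0.05 without floxed replicate 3 (log2 fold change of -0.46). Those of the other 5 genes were at least 0.0765.

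Among 15 gene sets written before the data were examined, no score passed Benjamini-Hochberg adjustment, with the smallest exact p-value this design allows, 0.0286, becoming 0.107. Erythroid genes (difference of 1.48 on the log2(CPM + 1) scale), platelet and megakaryocyte genes (1.19), NK and T cell genes (-0.641) and markers of aged HSCs (0.316) had this p-value, with no overlap between the genotypes. The list of markers of aged HSCs was written from general knowledge and is not that of Svendsen et al. In it, 13 of 21 tested genes were higher and 8 lower in KO LT-HSCs, with Clu the highest (2.28) and Enpp5 the lowest (-1.15). With the replicate numbers paired, the mean differences of these 4 sets over the 3 pairs were 1.35, 1.13, -0.700 and 0.251. The proteasome score differed by 0.253 (exact permutation p = 0.286), the complex I score by 0.360 (p = 0.200, exact) and the endosome score by -0.0668 (p = 0.400, exact), and over the 3 pairs by 0.203, 0.259 and -0.0466. These p-values ignore the grouping of replicate numbers. Within numbers 1 to 3 and within 4 and 5, the proteasome score was higher in KO by 0.384 and 0.122 and the complex I score by 0.551 and 0.169, with no overlap of the genotypes within either grouping. Of the 15 sets, 8 had no overlap within both groupings in the same direction, where chance gives about 0.83, though sets are not independent. Permuting within the groupings cannot give an exact two-sided p-value below 0.0556, which these 8 sets reached.

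In the comparison of KO and floxed libraries, 8 of the 35 ways to split the 8 libraries into 4 and 4 part all 3 same-numbered pairs, and only 1 of these 8, the real one, gave as many as 261 genes. The other 7 gave at most 1 gene. A share of 1 in 8 cannot fall under 0.05, so this does not settle whether chance could give as many. Of the 27 other splits, which part fewer of the pairs, 1 gave as many: replicate numbers 4 and 5 of both genotypes against the others, with 1006 genes. That split holds 2 libraries of each genotype on each side, so it can be told apart from genotype. With a block for it, 98.5% of the 261 genes were still called. Leaving out haemoglobin genes kept 98.8% of the called genes that are not haemoglobin genes. Counts cover the whole genomic span of a transcript, since in 100.0% of 4405 pairs the transcript around an intron that holds another gene's transcript had at least as many counts in every library. Of the 261 genes, 161 overlap no other gene with a count (61.7%, against 44.2% of tested genes). Reads of an overlapping gene may account for calls among the other 100, and this was not told apart. That 100.0% of the 161 stayed called without the overlapping genes says little, since their own counts stay the same.

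Log2 fold changes followed GC content (Spearman rho of 0.277 across genes) and length of the spliced transcript (rho of -0.203), and genes are not independent. A correction for both in every library brought these to -0.019 and -0.031, and 80.8% of the 261 genes were still called. Since counts cover whole spans, these are not the properties of the counted sequence. A correction for the length of the span brought its rho from -0.211 to -0.046, and 90.4% of the 261 genes were still called, so span length does not account for most calls. The GC content of the spans was not analysed here and may account for part of the changes.

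Called genes lay near each other. Jchain was left out here together with the immunoglobulin genes. Of the 197 other called genes, 42 had a non-overlapping called neighbour within 200 kb. In 10000 random draws of tested genes, the median was 14 and the highest 39 (one-sided permutation p = 0.0001, the smallest these draws can give). The largest group held 8 genes on chromosome 14 of GRCm38 from 69337174 to 69695834, all higher in KO: Entpd4, Gm16867, Gm21451, Gm38378, Entpd4b, Gm27177, Loxl2 and Gm37513. Other groups include Alad and Hdhd3 on chromosome 4, Ifi44 and Ifi44l on chromosome 3, Klra4 and Klra8 on chromosome 6, Sirpb1b and Gm37468 on chromosome 3, and Cd300ld3, Cd300ld4 and Cd300ld5 on chromosome 11. Reads shared between near-identical genes (100.0% of the 50-base stretches of the Entpd4 transcript also occur in Entpd4b, and none of those of Ifi44l in Ifi44), or chromosome segments from another strain that differ between the floxed and KO colonies, are candidate explanations, and neighbouring genes switched on together, such as Pf4 and Ppbp, are another. These were not told apart. Within 10 Mb of Ociad1, 0 genes other than Ociad1 were called of 123 tested, where random draws gave a median of 1. This leaves open a segment carried along with the targeted allele, since the floxed mice are homozygous for a targeted allele too. Genotypes of the mice at these loci would separate a difference between the colonies from an effect of asrij.

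KO libraries kept 33.5% of the floxed CPM of Ociad1, and the part kept ranged over its transcripts from 0.999% (Ociad1-205) to 34.5% (Ociad1-206). Ociad1-201 kept 33.5% (26.4% to 44.7% in single KO libraries) and Ociad1-210 kept 16.1% (13.5% to 19.2%). The single-exon transcript Ociad1-205, annotated as a retained intron on chromosome 5 of GRCm38 from 73304127 to 73305159, had 130, 279, 60 and 46 counts in floxed and 0, 5, 0 and 0 in KO libraries. This may reflect an allele that lacks this region and keeps other parts of the transcript. Since counts cover whole spans, the exons involved cannot be read from them.

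The most abundant transcripts in all 8 libraries included those of mature neutrophils. The score of the myeloid set exceeded that of the HSC identity set by at least 5.81 on the log2(CPM + 1) scale in every library. Ngp, S100a9, Lyz2 and S100a8 ranked 5, 6, 7 and 8 by mean CPM, while of the genes of surface markers, Kit ranked 3943, Cd48 4644, Slamf1 16142 and Procr 20696. RNA or cells of mature myeloid cells in the sorted material may contribute, in both genotypes, and this was not tested on sorted cells.

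KO replicate 3 had 374 counts of Xist, against 4 to 26 in the other 7 libraries, while all 8 libraries had counts of Y-linked genes. RNA of a female mouse mixed into this library may explain it, but its Y-linked genes had 135.9 CPM together, against 83.8 to 118.1 CPM in the other KO libraries, and a small share of female RNA would not lower this value noticeably.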
